# Global knockout of VEGFB improves lipoprotein lipase activity leading to an improved lipid profile during diabetes

**DOI:** 10.3389/fphar.2026.1759414

**Published:** 2026-02-18

**Authors:** Hualin Wang, Rui Shang, Chae Syng Lee, Bahira Hussein, Brian Rodrigues

**Keywords:** diabetic cardiomyopathy, fatty acid metabolism, LPL, NEFA, VEGFB

## Abstract

Diabetes affects over half a billion people worldwide, with cardiovascular disease being its leading cause of death, either occurring secondary to atherosclerosis or due to an intrinsic defect in heart muscle (diabetic cardiomyopathy, DbCM). One instigator for DbCM is impaired cardiac metabolism characterized by excessive fatty acid (FA) delivery and utilization by the heart, causing oxidative stress and toxic lipid accumulation. Inhibition of vascular endothelial growth factor B (VEGFB) has been shown to counter these factors associated with abnormal cardiac metabolism by inducing metabolic flexibility and preventing cardiac lipid accumulation in Type 2 diabetes. However, its impact on lipoprotein lipase (LPL) and the sources of FA for cardiac use in Type 1 diabetes is unknown. Global *Vegfb* knockout (Vegfb^KO^) in rats caused limited phenotype and cardiac transcriptome changes under normal conditions but notably reduced cardiac LPL activity, probably by impeding LPL translocation from cardiomyocyte to the coronary vasculature. Under streptozotocin (STZ)-induced diabetes, Vegfb^KO^ rats exhibited increased cardiac LPL activity, protecting animals from dyslipidemia, decreased plasma saturated FA, and provided a safer cardiac FA source, LPL-derived FA. Knockout of *Vegfb* also protected animals from DbCM by inhibiting excess FA oxidation, preserving angiogenesis and alleviating cell death in the heart. Inhibiting VEGFB may offer a promising therapeutic approach to address the current lack of mechanism-based treatments for DbCM.

## 1 Introduction

The heart is a high energy-demand organ which utilizes multiple energy sources, primarily glucose (30%) and FA (70%), with lactate, ketones, and branched-chain amino acids playing minor roles under physiological conditions (Lopaschuk et al., 2010; Ritterhoff and Tian, 2023). Related to FA, this substrate is obtained through lipolysis of circulating triglyceride (TG)-rich lipoproteins by cardiac LPL, but also through adipose tissue lipolysis and cardiac intracellular TG breakdown (An and Rodrigues, 2006; Kim et al., 2012). Of these, LPL-mediated action on lipoproteins is suggested to be the main source of FA for cardiac use (An and Rodrigues, 2006).

LPL is expressed in multiple organs, including the heart, skeletal muscle, and adipose tissue, with the heart having the highest expression of this enzyme. Interestingly, although lipoprotein-TG breakdown by LPL occurs at the vascular endothelial cell (EC) lumen (Chiu et al., 2016; Lee et al., 2023), ECs cannot produce LPL. Instead, within the heart, LPL is produced by cardiomyocytes. After secretion from these cells, LPL binds to heparan sulphate proteoglycans (HSPG) on the cardiomyocyte surface. Subsequently, endothelial heparanase releases LPL from HSPG, allowing it to cross the interstitial space and bind to glycosylphosphatidylinositol-anchored high-density lipoprotein binding protein 1 (GPIHBP1) at the basolateral side of ECs. GPIHBP1 helps LPL across ECs to the vascular lumen. At this location, LPL hydrolyzes lipoprotein-TG to FA with GPIHBP1 also serving as a platform for this lipolysis (Chiu et al., 2016). In summary, the heart uses LPL to regulate the precise amount of FA delivered for energy utilization. It should be noted that under fasting or stress conditions such as diabetes, the contribution of FA towards cardiac metabolism increases due to AMPK activation (Shang et al., 2024; Augustus et al., 2003) or impaired insulin signaling (An and Rodrigues, 2006; Lopaschuk et al., 2010). The contribution of NEFA also increases due to augmented adipose tissue lipolysis (Ballard et al., 1960; Avtanski et al., 2024; Shang et al., 2024). In an energy deprivation state or diabetes, AMPK signalling is turned on, which will upregulate CD36 levels in the heart (Augustus et al., 2003), the key transporter for NEFA uptake (Coburn et al., 2000; Hwang et al., 1998; Bharadwaj et al., 2010; He et al., 2018). AMPK also increases the translocation of LPL from cardiomyocyte to the endothelial lumen surface. However, when excessive FAs are provided to the heart, this may itself modulate coronary LPL activity in multiple ways, including: a) displacing LPL from EC surface binding sites for degradation in the liver, b) directly inactivating LPL enzyme activity, and c) impairing LPL vesicular trafficking to the myocyte surface through the caspase-3-mediated cleavage of PKD (Bengtsson, G., et al. 1980; Wang et al., 2009, Kim et al., 2009, Kim et al., 2008b).

As glucose uptake and utilization are impaired following diabetes, the heart is obliged to use FA almost exclusively (Lopaschuk et al., 2010; An and Rodrigues, 2006). Multiple mechanisms operate to make this achievable, including augmented adipose tissue lipolysis with elevated plasma non-esterified FA (NEFA). Under these conditions, NEFA utilization exceeds LPL-derived FA (Yu et al., 2005; Wang et al., 2011; Kim et al., 2009; Wang et al., 2009; Puri et al., 2019) such that the heart loses its ability to choose its preferred FA source. A downside to the increased NEFA supply, added to the limited oxidative capacity due to diabetic microangiopathy (Laakso, 2011; Hinkel et al., 2017; Adameova and Dhalla, 2014), is the accumulation of toxic lipids in the heart, which has been reported to decrease insulin sensitivity and correlate with cardiac dysfunction (Blanchette-Mackie et al., 1989; Shang et al., 2021). Additionally, augmented FA oxidation increases ROS, which paired with the lipid metabolite accumulation, could be potentially detrimental, leading to cell death (Borradaile and Schaffer, 2005; Wilson et al., 2018; Volpe et al., 2018; van de Weijer et al., 2011; Wende et al., 2012; Kim et al., 2012). In this environment, protection against excessive utilization of NEFA and restoring metabolic flexibility in the diabetic heart would be advantageous. Targeting VEGFB has been shown to influence all the above approaches (Falkevall et al., 2023; Hagberg et al., 2010; Falkevall et al., 2017; Hagberg et al., 2012), and may contribute to the prevention of diabetic heart disease.

VEGFB belongs to the vascular endothelial growth factor (VEGF) family, and is mainly expressed in highly metabolically active organs like the heart, skeletal muscle and adipose tissue (Kivela et al., 2014). As the expression of *Vegfb* and mitochondrial genes and proteins are coordinately regulated (Bry et al., 2010), VEGFB plays an important role in metabolism. In this regard, *in vitro* studies demonstrate that VEGFB can augment FA transporters and decrease glucose utilization (Hagberg et al., 2010; Moessinger et al., 2020). Interestingly, VEGFB can indirectly induce angiogenesis by increasing the binding of VEGFA to VEGFR2 (Karpanen et al., 2008; Mould et al., 2005; Zhang et al., 2009; Robciuc et al., 2016; Mallick et al., 2022; Holmes and Zachary, 2005; Kivela et al., 2014). Although VEGFB treatment is thought to be largely beneficial (Arjunan et al., 2018; Bry et al., 2010; Huusko et al., 2012; Kivela et al., 2014; Rasanen et al., 2016; Shang et al., 2021; Shang et al., 2024), especially in myocardial infarction and ischemia reperfusion, there is also evidence indicating that inhibiting VEGFB is not necessarily harmful. Thus, Vegfb^KO^ mice or rats are viable and fertile, with smaller heart sizes but normal cardiac vasculature and heart function (Kivela et al., 2014; Bellomo et al., 2000). A similar effect on blood vessels is also observed in adipose tissue-specific *Vegfb* knockdown mice (Falkevall et al., 2023). Intriguingly, although *Vegfb* knockout has no observable metabolic phenotype under physiological conditions, the situation is reversed when these animals are challenged (Dijkstra et al., 2014; Kivela et al., 2014; Falkevall et al., 2023). For example, in Type 2 diabetes (T2D) generated using a high-fat diet (HFD) (Falkevall et al., 2023; Kivela et al., 2014; Ning et al., 2020; Hagberg et al., 2012; Luo et al., 2022) or in *db/db* mice (Hagberg et al., 2012; Falkevall et al., 2017), Vegfb^KO^ animals demonstrated improved metabolic flexibility and protection of non-adipose organs from lipotoxicity.

Currently, the beneficial effects of VEGFB inhibition are predominantly observed in mouse models of T2D. Whether *Vegfb* knockout would be cardioprotective in T1D is currently unknown. Our data suggest that inhibition of VEGFB will help defend the myocardium against diabetes-induced susceptibility to cardiomyopathy.

## 2 Materials and methods

### 2.1 Experimental animals

Our animal protocols were approved by the University of British Columbia Animal Committee (A21-0052 and A22-0014). All animal procedures performed conform to guidelines and regulations published by the Canadian Council on Animal Care. In this study, all animals had free access to food (LabDiet PicoLab Rodent 20 No. 5053) and reverse osmosis water and were housed in standard cages with 12 h of light/dark cycles. Vegfb^KO^ and Wildtype (WT) littermate male rats 7-12 weeks old were used for various studies. Rats were euthanized using a single dose of 100 mg/kg i.p. injection of sodium pentobarbital (Euthanyl). Thoracotomy was performed for organ collection when the toe pinch and corneal reflexes were absent.

Vegfb^KO^ rats on the Sprague Dawley background were generated with zinc-finger nuclease technology and kindly provided to us by Dr. Alitalo (Kivela et al., 2014). Beta-glucosidase gene (*lacZ*) was inserted into the exon 1 region of *Vegfb* to disrupt the gene. PCR was run on ear notch samples with the primers 5′-CCT​GCT​CCG​TCG​CTT​GCT​G-3′, 5′GGT​CTG​CTT​TCT​GAC​AAA​CTC​G-3’ (Vegfb F,R) and 5′-GGGGCCATCAAACTGGGAC-3′(lacZ R) to check the genotype.

### 2.2 Streptozotocin (STZ)-induced diabetes

The selective beta-cell toxin STZ (Sigma) is used to lower insulin and generate a rat model of poorly controlled T1D (Rodrigues et al., 1997; Wang et al., 2011). Following intravenous administration of STZ (55 mg/kg; D55), animals became hyperglycemic and hypoinsulinemic within 24 h and were monitored for 4 days. D55 animals mimic insufficient glycemic management in T1D patients where multiple finger pricks and daily insulin injections could mean poor patient compliance and repeated exposure to bouts of hyperglycemia. Given the sex differences in the susceptibility to STZ diabetes (Goyal et al., 1987), only male rats were used for this study.

### 2.3 LPL activity assay

LPL activity was performed as previously described (Shang et al., 2021; Shang et al., 2024). Briefly, the heart was retrogradely perfused with Ca^2+^-free Krebs-Ringer HEPES buffer to clear blood from the coronary vasculature. Subsequently, buffer was switched to fresh Ca^2+^-free Krebs-Ringer HEPES buffer containing 5 U/mL heparin (Sandoz) to displace LPL from the coronary vasculature at a flow rate of 8 mL/min. The coronary perfusates were collected for 15 s over 10 min. LPL activity was measured by the hydrolysis of a [^3^H]triolein (Perkin-Elmer) substrate emulsion. The perfusate samples mixed with the reaction mix (piperazine-N,N′-bis(2-ethanesulfonic acid), albumin, MgCl_2_ and chicken serum) were incubated at 30 °C for 30 min. Sodium [^3^H] oleate was extracted via centrifugation at 4 °C and 3500 rpm for 30 min, and measured by liquid scintillation counting.

### 2.4 Pancreatic insulin extraction

Pancreatic insulin was extracted by the acid-ethanol method. Briefly, frozen pancreas tissue was ground to a powder then homogenized and incubated in Acid-Ethanol (1.5% HCl in 70% ethanol) solution overnight at −20 °C. Aqueous layer was obtained after centrifuging at 2000 rpm for 15 min, followed by neutralizing Acid-Ethanol aqueous extract with 1M Tris (pH 7.5) in 1:1 ratio. Extracted pancreatic insulin was determined using an insulin ELISA kit (ALPCO). The pancreatic insulin concentration was normalized by the protein concentration of neutralized insulin extraction.

### 2.5 Metabolic analysis

Tail vein blood glucose was measured by a glucometer (AccuSoft) and glucose test strips (Accu-Chek Advantage). Blood was collected from the thoracic cavity by an EDTA-coated tube (Sigma) and centrifuged (1500 rpm at 4 °C for 15 min) to collect plasma. Plasma NEFA (Abcam) and TG (Stanbio) were measured by commercial kits using the manufacturer’s protocols. Plasma insulin was detected by the insulin ELISA kit (Alpco). Plasma and cardiac FAs and TG were analyzed by high-performance liquid chromatography-mass spectrometry (HPLC-MS; Waters 2690 Alliance HPLC, Milford, MA) as previously described (Puri et al., 2019; Shang et al., 2021). Briefly, plasma and cardiac lipids were extracted and solubilized by the modified Folch method with chloroform:methanol:acetone:hexane (4:6:1:1 v/v/v/v). The chromatographic separation of TG and FA was performed on a YMC DIOL column (4.6 × 250 mm, YMC, Asan). The liquid chromatography flow was divided, with approximately 80% directed to an FCII fraction collector (Waters, Milford, MA), and the remaining 20% directed to the evaporative light scattering detector (Waters, Milford, MA). Peak areas were quantified using Chemstation software (Agilent Technologies). Lipid analysis was performed at the Analytical Core for Metabolomics and Nutrition, British Columbia Children’s Hospital.

### 2.6 Quantitative real-time PCR and RNA sequencing

RNA from the frozen Vegfb^KO^ and WT control and diabetic heart ventricles was extracted via TRIzol (Invitrogen). Briefly, 20-50 mg frozen ventricle tissue powder was homogenized with 1 mL TRIzol reagent via glass homogenizer. Extracted RNA was washed with ethanol three times and reconstituted in DEPC water. Qualified mRNA was first reversely transcribed into cDNA, followed by cDNA amplification via TaqMan Fast Advanced Master Mix (ThermoFisher Scientific) and Taqman primer of targets (*Fatp4*: Rn01438951_m1, *Cd36*: Rn00580728_m1, *Vegfb*: Rn01454585_g1 and *B2m*: Rn00560865_m1) in StepOnePlus PCR instrument (Applied Biosystems). Gene expression was calculated based on comparative cycle threshold (ΔΔCT) with B2M as the reference gene. For each independent qPCR batch, the mean ΔCt of the WT group from the same batch was used as the calibrator and set to 1, and all samples from that batch were expressed relative to this WT reference.

The integrity of the RNA samples for sequencing was checked for quality by Bioanalyzer (Agilent Technologies) and quantified using a Qubit fluorometer (ThermoFisher Scientific). The sequencing library was prepared using NEBNext® Ultra II directional RNA library Prep Kit (Illumina) and sequenced using Illumina Nextseq500 (Illumina), collecting a total of 20 million paired reads. Multiple pipelines were applied to align to the rat reference transcriptome genome (Rattus_norvegicus.mRatBN7.2.112) and quantified for count reads at the transcript level for each gene for all samples as previously described (Vuilleumier et al., 2019; Puri et al., 2019). Differential expression analysis was performed with DESeq2 and edgeR packages in RStudio. No outliers were identified during sample clustering, so all samples were included in the differential expression analysis. The output from each pipeline was filtered for multiple tests with a cutoff: adjusted p-value less than 0.05 to ensure statistical significance. The filtered data list was then ranked by the adjusted p-value for differential expression. A combined output from all pipelines was then created by ranking the genes based on their median values. The differential expression was also determined by log2 fold change between control and diabetic rats within their own genotyping group. The secondary cut-off is an absolute log2 fold change larger than 0.27 to ensure biological significance. The network analysis and functional analysis were conducted via the clusterProfiler in RStudio with hypergeometric testing to calculate the adjusted p-values for each category. RNA sequencing activities were performed at the BRC Sequencing Core, University of British Columbia.

### 2.7 Western blot

Western blot analysis was performed as previously described (Lal et al., 2017). Protein extracted from the heart ventricle was visualized by the Li-COR Odyssey CLX digital imaging system, and bands were quantified by Image Studio™. Antibodies used in this project are listed: anti-α-Tubulin DM1A (Millipore, 05-829), anti-Vinculin (Cell Signaling Technology, 13901), anti-LPL 5D2 (Santa Cruz, sc-73646), and anti-Poly (ADP-ribose) polymerase (PARP) (Cell Signaling Technology, 9542).

### 2.8 Statistical analysis

All statistical analysis was generated via Graph Prism 10.0 (GraphPad Inc, San Diego, CA, United States). The Shapiro–Wilk test was performed to determine the normality of the data. For normalized data, unpaired Student’s t-test, or Two-way ANOVA followed by Bonferroni’s *post hoc* comparisons test was performed to determine the statistical significance. Otherwise, nonparametric analysis with the Mann-Whitney test or Wilcoxon test was performed. The results are presented as mean ± SEM with a *p* value <0.05, which was considered significant.

## 3 Results

### 3.1 Characterization of the global Vegfb^KO^ rat model

The global Vegfb^KO^ rat was generated as previously described (Kivela et al., 2014) using zinc finger nucleases with beta-galactosidase knock-in to disrupt the *Vegfb* gene (Supplementary 1A). The gel electrophoresis illustrates the genotyping of gDNA extracted from heterozygous, WT and Vegfb^KO^ rat ear notch samples. Our results confirmed that the *Vegfb* gene was indeed deleted from Vegfb^KO^ rats (Figure 1A). As determined by quantitative RT-PCR, *Vegfb* gene expression was undetectable in the Vegfb^KO^ rat heart ventricles (Figure 1B), skeletal muscle (Figure 1C), liver and pancreas (data not shown) compared to the WT group, successfully validating the global knockout of *Vegfb* in the rat. To characterize the effect of Vegfb^KO^ at baseline conditions, we conducted RNA sequencing of the heart ventricles from WT and Vegfb^KO^ rats. 

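RNA was sequenced from the heart ventricles of 5 WT control rats and 5 Vegfb KO control rats, 1 library per rat. Vegfb KO rats carry a beta-galactosidase knock-in at Vegfb. The libraries were directional and paired-end, and the authors aligned the reads to the rat reference transcriptome and counted them at the transcript level for each gene. The paper's text does not name the aligner or the counting program. The deposited values are estimated counts per Ensembl gene ID that are not scaled to a common library size. They were rounded to whole numbers before any test. The total count per rat ranged from 7314287 to 26664479 in WT controls, with a median of 21777484, and from 18334499 to 24387305 in Vegfb KO controls, with a median of 20712821. The paper gives a depth of 20 M paired reads, and the comparisons use the counts, whose median over all 20 libraries of the study was 20.7 M. WT control replicate 2 had the lowest total of the 10 control libraries, so its low counts are the least precise. Counts were normalized with edgeR's TMM method. Genes with too few counts for a comparison were removed with edgeR's filterByExpr, and log2 CPM, counts scaled to the library size, was computed with a prior count of 2. The files list gene IDs without names and no table here pairs the IDs with gene names, so genes are given by ID and the count of Vegfb itself is not reported.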

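The first principal components of the 10 control libraries were computed from log2 CPM of 13755 genes, centred and not scaled. PC1 held 21.7% of the variance, PC2 17.6% and PC3 14.3%. The mean PC1 score was 1.94 ± 23.2 (SD, n = 5) in WT and -1.94 ± 11.9 (SD, n = 5) in Vegfb KO hearts, a difference smaller than the spread between rats (exact permutation test, two-sided, p = 0.825). On PC2 the means were -1.64 ± 20.0 in WT and 1.64 ± 12.3 in Vegfb KO hearts (SD, n = 5 each, exact permutation test, two-sided, p = 0.698). PC3 came closest to separating the genotypes, with -8.79 ± 10.7 in WT and 8.79 ± 12.0 in Vegfb KO hearts (SD, n = 5 each, exact permutation test, two-sided, p = 0.0556, and 0.167 after Benjamini-Hochberg adjustment over the 3 components). WT control replicate 2 lay apart on PC1 with a score of 42.6. Over all genes, genotype explained 11.9% of the variance between the 10 libraries, against a median of 11% over the 126 possible splits into 5 and 5 (exact permutation test, one-sided, p = 0.31). Among the alternatives, variance-stabilised counts moved this share most, to 12.9%. Leaving out WT control replicate 3 gave 14.4% (exact permutation test, one-sided, p = 0.143). With 1 library fewer a split explains a larger share by chance, so the 14.4% is not to be set against the median of 11%.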

Based on the principal component analysis, WT and Vegfb^KO^ rat points were intermixed with no clear separation, suggesting that Vegfb^KO^ had only a limited effect across the two groups. 

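Gene by gene, WT and Vegfb KO control hearts were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, in a model of all 4 groups of the study with 14293 genes. Genes were called at an adjusted p-value under 0.05 and an absolute log2 fold change above 0.27, the cut-offs of the paper's methods. Of the 14293 genes, 4 were called, all lower in Vegfb KO hearts. At an unadjusted p under 0.05 there were 527 genes, where the median over 99 other splits of the control libraries was 426. The gene with the largest fall was ENSRNOG00000021156, with 138 ± 5.23 CPM (SD, n = 5) in WT and 0.505 ± 0.455 CPM (SD, n = 5) in Vegfb KO controls. Its counts were between 1020 and 3845 in WT and between 3 and 25 in Vegfb KO libraries. The log2 fold change was -8.11 (standard error 0.26, adjusted p = 1.96e-14 from edgeR's quasi-likelihood test). ENSRNOG00000043060 fell from 18.5 ± 1.46 to 8.10 ± 0.795 CPM (SD, n = 5 each), a log2 fold change of -1.19 (standard error 0.10, adjusted p = 4.96e-08 from the same test). The number of called genes stayed between 3 and 5 when each library of the study was left out in turn, and DESeq2 called 5. DESeq2 fitted to only the 10 control libraries, an alternative chosen after seeing the data, moved it most, to 18 genes, 13 lower and 5 higher in Vegfb KO hearts.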

The gene expression of WT and Vegfb^KO^ groups was similar, and the differences might not be significant enough to be captured by the principal component analysis (Supplementary 1B). The Spearman correlation heatmap also showed similar results, suggesting that deletion of *Vegfb* under normal conditions did not cause a significant change in overall cardiac gene expression (Figure 1D).

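Spearman's rho between pairs of the 10 control libraries, over log2 CPM of the same genes, ranged from 0.982 to 0.994. The mean was 0.9883 over the 20 pairs of the same genotype and 0.9879 over the 25 pairs of WT with Vegfb KO. The paper's text does not name the values its own correlations were computed from. The difference of 0.00044 was within what other splits of the libraries gave (exact permutation test, two-sided, p = 0.421). Its sign was not stable. Over the 500 most variable genes the difference was -0.0039 (exact permutation test, two-sided, p = 0.802), and leaving out Vegfb KO control replicate 1 or 5 also made it negative. The pairs with WT control replicate 2 reached at most 0.988. The mean rho of a library with the others was lowest for WT control replicate 3, at 0.9854, and was 0.9855 for WT control replicate 2. From the intermixed libraries and the correlations, the paper proposes that deletion of Vegfb under normal conditions did not significantly change overall cardiac gene expression.

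**Figure D1:**
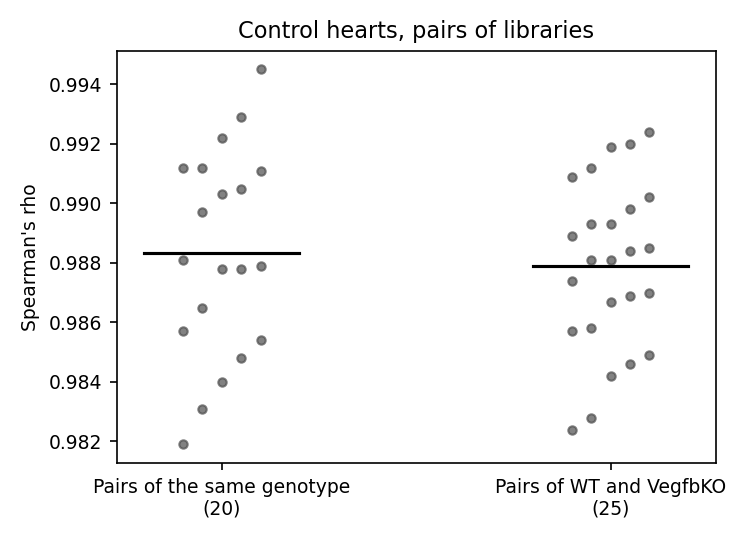
Spearman's rho (vertical axis, no unit) of each pair of control hearts, for pairs of the same genotype and pairs of WT with Vegfb KO. Each point is a pair and each line is the mean of a column. Both columns lie between 0.982 and 0.994, with means of 0.9883 and 0.9879.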

**FIGURE 1:**
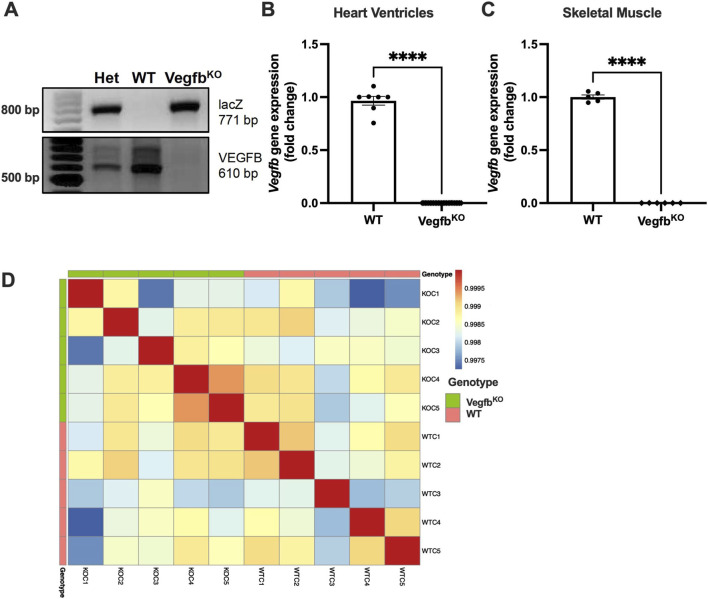
Characterization of the global Vegfb^KO^ rat model **(A)** PCR amplification of gDNA extracted from heterozygous, WT and Vegfb^KO^ rat ear notch samples, confirming Vegfb^KO^ via beta-galactosidase knock-in (Vegfb at 610 bp, LacZ at 771 bp). **(B,C)** mRNA expression of Vegfb in WT and Vegfb^KO^ rat heart ventricles (n = 7–25) and skeletal muscle (n = 5–6) as determined using quantitative RT-PCR, confirming Vegfb gene deletion. **(D)** Spearman’s correlation heatmap of transcriptomic analysis of WT and Vegfb^KO^ hearts (n = 5). Data are presented as mean ± SEM. Unpaired t-tests were used to compare the two groups, ****p < 0.0001.

### 3.2 Effect of Vegfb^KO^ on the severity of STZ-diabetes

Injection of STZ successfully induced hyperglycemia in both WT and Vegfb^KO^ animals (Figure 2A), accompanied by a significant reduction in body weight over 4 days along with in these animals compared to their respective controls (Figure 2B). Moreover, diabetic WT rats exhibited markedly decreased pancreatic insulin levels (Figure 2C), which corresponded to the changes observed in plasma insulin (Figure 2D). Similar results were observed in the Vegfb^KO^ diabetic animals. Deletion of *Vegfb* did not have a significant influence on the overall characteristics of the rat, with no difference observed in glucose and FA metabolism under normal conditions. To assess whether this comparable level of diabetes was also evident in cardiac tissue, transcriptome analysis was performed. 

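For the diabetic groups, RNA from the heart ventricles of 5 WT and 5 Vegfb KO rats was sequenced 4 days after the onset of diabetes, which had been induced with 55 mg/kg streptozotocin (STZ), a toxin of the insulin-producing beta cells. The libraries were prepared, counted and deposited as for the control rats, and all 20 libraries are columns of a single table. The total count per rat ranged from 12965611 to 23399247 in WT diabetic rats, with a median of 21669304, and from 7220469 to 21935785 in Vegfb KO diabetic rats, with a median of 20168819. A few IDs took much of the count in some hearts. ENSRNOG00000065867 held 23.3% of the count in WT diabetic replicate 2 and 25.5% in Vegfb KO diabetic replicate 1, and at most 5.28% in any control heart. With 3 other IDs that rose together with it, it left 12831828 counts on all other IDs in WT diabetic replicate 2 and 4210790 in Vegfb KO diabetic replicate 1. The TMM normalization factors of these libraries were 0.729 and 0.693, and those of the other 18 ranged from 0.935 to 1.17. Without gene names, the genes of glucose metabolism cannot be picked out of the table here.

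**Figure D2:**
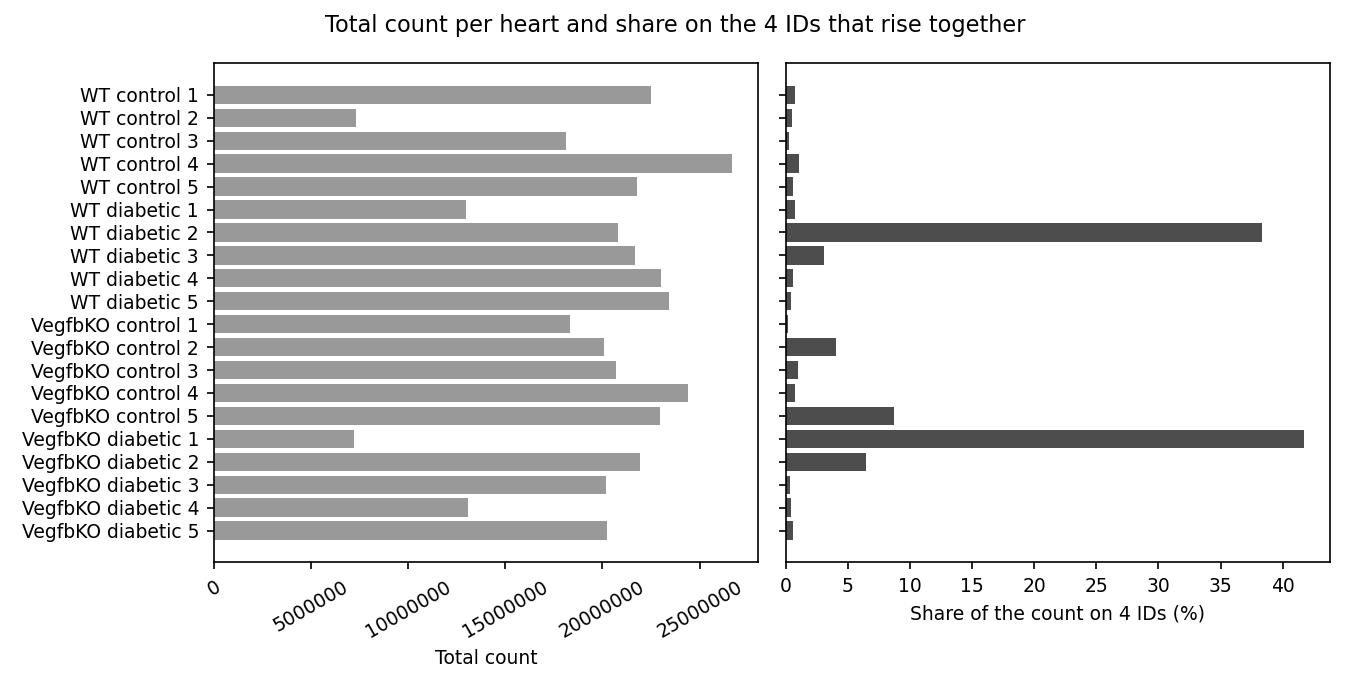
Total count of each of the 20 hearts (left, horizontal axis) and the share of that count on the 4 IDs that rise together, in percent (right, horizontal axis). Each bar is a library and both axes start at 0. The share reaches 38.3% in WT diabetic replicate 2 and 41.7% in Vegfb KO diabetic replicate 1.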

Hearts from both diabetic groups exhibited an almost similar reduction in the expression of genes related to glucose metabolism compared to their respective controls, suggesting a comparable impairment in cardiac glucose utilization. However, Vegfb^KO^ diabetic animals appeared to still demonstrate better glucose metabolism compared to WT diabetic. These data suggest that although WT and Vegfb^KO^ rats are equally susceptible to STZ diabetes based on general characteristics, *Vegfb* knockout lessens the dysfunction in cardiac glucose utilization following diabetes (Figure 2E).

**FIGURE 2:**
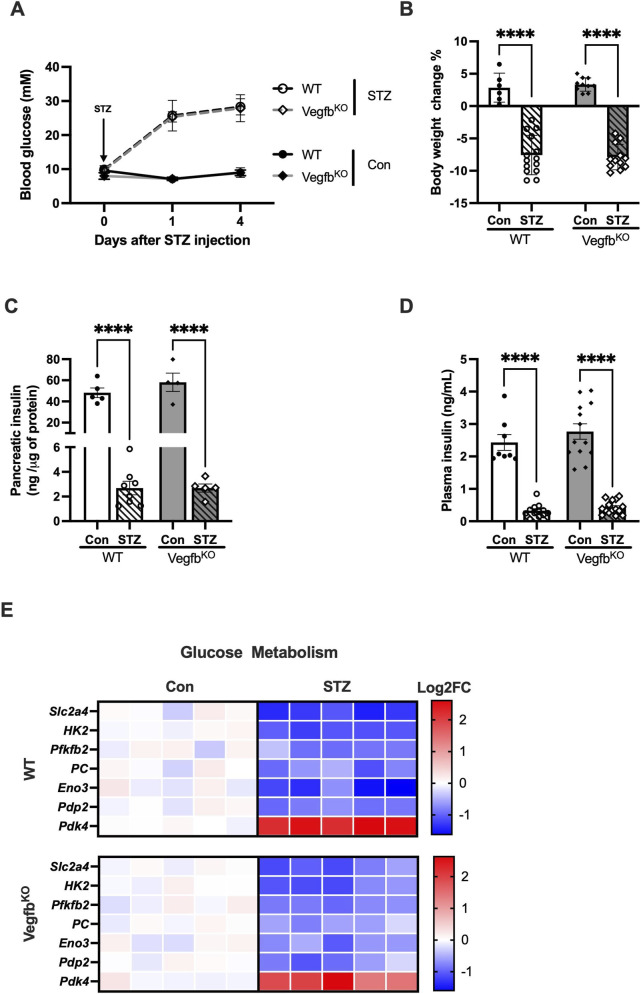
The severity of diabetes is similar in WT and Vegfb^KO^ rats injected with STZ **(A)** Blood glucose changes over the 4 days of STZ diabetes (n = 4–9). **(B)** Change in body weight in WT and Vegfb^KO^ rats after 4 days of STZ diabetes (n = 6–14). **(C)** Following acid-ethanol extraction, pancreatic insulin levels in the different groups were measured with an insulin ELISA (n = 4–8). **(D)** Plasma insulin in the different groups as measured (n = 8–15). **(E)** Key differentially expressed gene related to classic glucose metabolism genes as described using heat map (n = 5). Data are presented as mean ± SEM. Two-way ANOVA was used to analyze the data, ****p < 0.0001.

### 3.3 Cardiac heparin-releasable LPL activity in Vegfb^KO^ rats following diabetes

LPL is an important enzyme that regulates FA delivery to the (An and Rodrigues, 2006). To address the impact of Vegfb^KO^ on cardiac LPL activity, isolated hearts were retrogradely perfused with heparin to displace LPL bound to the luminal surface of coronary EC binding sites. LPL released into the perfusion buffer was collected, and its activity subsequently measured (Figure 3A). Addition of heparin induced a rapid increase in LPL activity in the coronary perfusate, with peak LPL activity appearing within the first minute and quickly returning to basal levels within 2 minutes (Figure 3B). Interestingly, hearts from Vegfb^KO^ control animals exhibited a significant reduction in peak LPL activity compared with WT controls, indicating decreased LPL activity at the vascular lumen of Vegfb^KO^ hearts (Figure 3C). This reduction in enzyme activity occurred in the absence of any change in LPL protein expression in the heart (Figure 3D), suggesting that VEGFB deficiency may impair the translocation of LPL from the cardiomyocyte to the vascular lumen (Figure 3E, left panel). In the heart, insulin plays an important role in regulating LPL. In severe diabetes, the reduction in insulin is known to decrease coronary LPL activity (Shang and Rodrigues, 2021). As anticipated, WT diabetic hearts had a significant reduction in peak LPL activity compared to their controls. Intriguingly, a marked increase in peak LPL activity was observed in Vegfb^KO^ hearts following diabetes, compared to their own controls and the WT diabetic group (Figure 3C). Despite these alterations in cardiac LPL activity, LPL protein levels remained unchanged across all four groups (Figure 3D). Our data suggest that in Vegfb^KO^ animals, the lower LPL activity in this group maybe a consequence of LPL protein accumulation inside the cardiomyocyte with limited movement to the EC surface. Following diabetes and its reduced utilization of glucose, this accumulated LPL starts to move to the EC lumen (Figure 3E, right panel), such that in Vegfb^KO^ diabetic hearts, LPL is likely a major mechanism for FA delivery.

**FIGURE 3:**
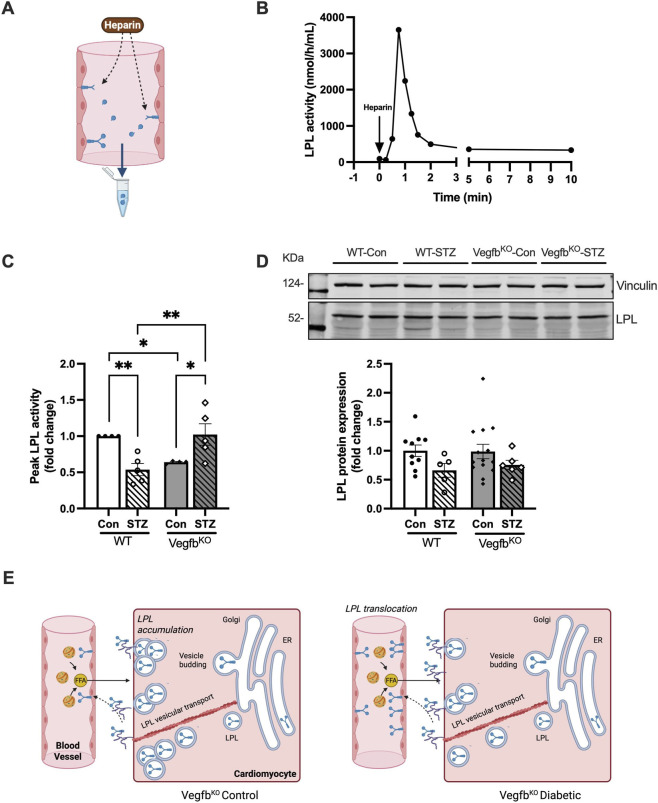
Vegfb^KO^ increases coronary vascular LPL activity following diabetes **(A)** Vascular LPL activity was determined by perfusing the isolated Langendorff heart with the highly negatively charged heparin and collecting the coronary perfusate over time for the determination of LPL activity. **(B)** Representative example of heparin-releasable LPL activity from a WT control heart following 10 min of heparin (5 U/mL; arrow) perfusion. Fractions of perfusate (over 15 s) were collected at the indicated times and analyzed for LPL activity. **(C)** Peak heparin-releasable LPL activity from hearts from the different groups was normalized to the peak LPL from WT control rats. Only the fold change is presented (n = 4–5). **(D)** Western blot of LPL protein from intact hearts isolated from different groups of rats (n = 5–14). The inset is a representative example of WT and Vegfb^KO^ heart samples following diabetes. **(E)** Potential mechanism by which Vegfb knockout affects coronary vascular LPL. In Vegfb^KO^ hearts, LPL is prevented from translocating to the vascular lumen and possibly accumulates in the cardiomyocytes (left panel); this effect is reversed with diabetes (right panel). Two-way ANOVA was used to analyze the data. Data are presented as mean ± SEM, *p < 0.05, **p < 0.005.

### 3.4 Effect of Vegfb^KO^ on the plasma and cardiac lipid profile after diabetes

As cardiac LPL plays a significant role in clearing plasma TG (An and Rodrigues, 2006), we investigated the relationship between LPL activity and circulating lipids in Vegfb^KO^ control and diabetic rats. Under normal conditions, plasma TG levels were comparable between WT and Vegfb^KO^ groups, despite the lower cardiac LPL activity in Vegfb^KO^ hearts. Following diabetes, reduced cardiac LPL in WT diabetic rats was associated with elevated plasma TG, whereas higher LPL activity in Vegfb^KO^ diabetic hearts corresponded to a less severe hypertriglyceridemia (Figure 4A). These findings indicate that deletion of *Vegfb* had beneficial effects on plasma TG clearance. In addition, induction of diabetes caused a significant increase in total plasma FA in the WT diabetic groups. Intriguingly, global VEGFB deficiency protected against this diabetes-induced elevation in circulating total FA levels (Figure 4B).

**FIGURE 4:**
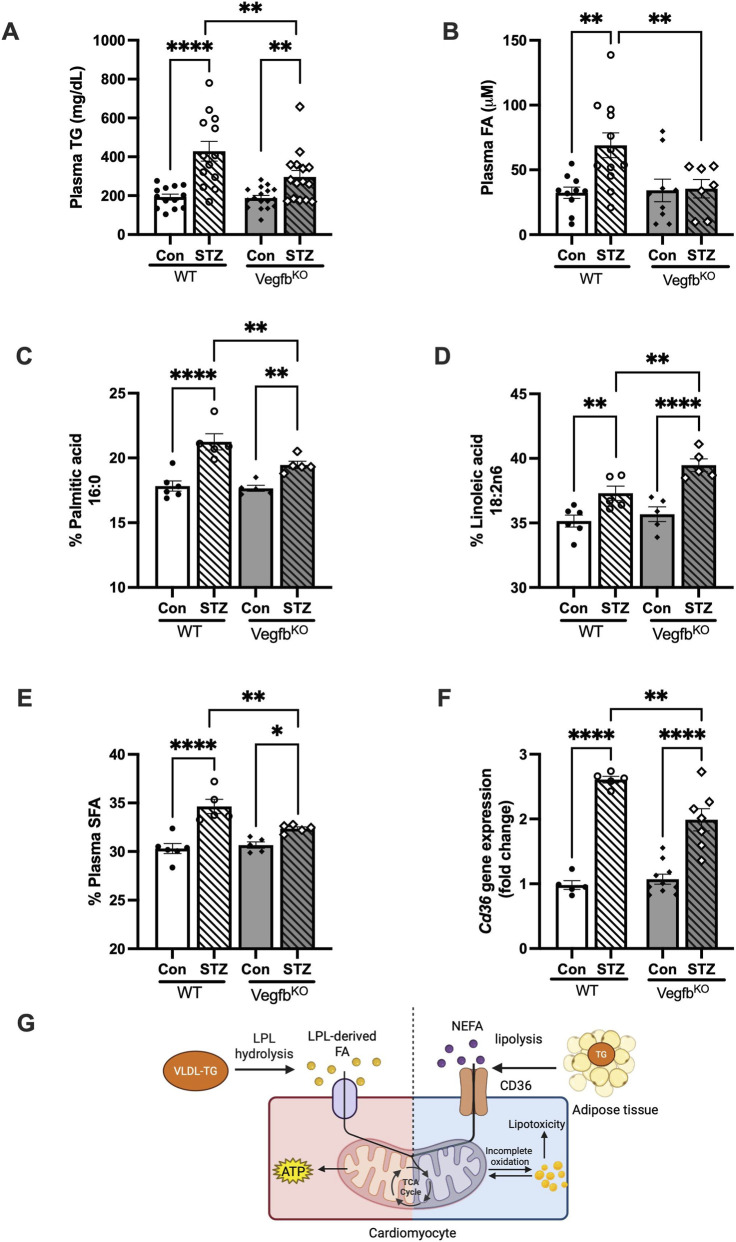
Plasma lipid profile in WT and Vegfb^KO^ control and diabetic animals **(A)** Plasma triglycerides during diabetes (n = 13–17). **(B)** Total plasma FA levels following diabetes (n = 7–12). **(C)** Percentage of palmitic acid in the plasma (n = 5–6). **(D)** Percentage of linoleic acid in the plasma (n = 5–6). **(E)** Percentage of saturated FA (SFA) in the plasma (n = 5–6). **(F)** Expression of the FA transporter, Cd36 in the heart (n = 5–10). **(G)** Mechanism by which NEFA and LPL-derived FA contribute towards TG storage or oxidation. Vegfb^KO^ hearts use more LPL-derived FA as opposed NEFA, which in WT diabetes saturates mitochondria oxidation, leading to lipotoxicity. Data are presented as mean ± SEM. Two-way ANOVA was used to analyze the data, *p < 0.05,**p < 0.005, ****p < 0.0001.

Subsequently, we assessed the proportional changes in individual FA species between the two diabetic groups (Table 1). After 4 days of hyperglycemia and hypoinsulinemia, plasma levels of both palmitic and linoleic acids were elevated. Notably, Vegfb^KO^ diabetic animals exhibited lower palmitic acid and higher linoleic acid levels compared with WT diabetic groups. (Figures 4C,D). This difference in plasma FA change was more evident when the overall plasma FA composition was evaluated as the saturated FA (SFA) fraction. Compared to Vegfb^KO^ diabetic rats, the plasma SFA was significantly higher in WT diabetic rats (Figure 4E).

**TABLE 1:** Plasma fatty acid percentages (mean ± SEM).

Key fatty acids	Wildtype		Vegfb^KO^	
	Con	STZ	Con	STZ
Palmitic acid	17.83 ± 0.39	21.24 ± 0.62	17.66 ± 0.23	19.46 ± 0.28
Stearic acid	6.83 ± 0.31	8.64 ± 0.42	7.68 ± 0.42	8.44 ± 0.39
Oleic acid	11.48 ± 0.51	9.74 ± 1.01	11.04 ± 0.50	10.22 ± 0.17
Linoleic acid	35.15 ± 0.46	37.3 ± 0.56	35.68 ± 0.57	39.48 ± 0.49
Arachidonic acid	10.1 ± 0.66	9.32 ± 1.12	10.56 ± 0.87	8.66 ± 0.65

LPL-derived FA and NEFA enter cardiomyocytes using different mechanisms, one being transporter mediated (van der Vusse et al., 2000). We measured the major FA transporters *Fatp4* and *Cd36* expression in hearts from the different groups. Although there was no difference observed in cardiac *Fatp4* levels (Supplementary 1C), Vegfb^KO^ diabetic hearts had significantly lower *Cd36* expression compared with WT diabetes (Figure 4F). As CD36 is a major transporter of NEFA (Coburn et al., 2000; Hwang et al., 1998; Bharadwaj et al., 2010; He et al., 2018), our data suggest that hearts from WT diabetic animals use more NEFA due to decreased LPL activity, a potential mechanism that could lead to unregulated FA delivery and subsequent lipotoxicity (Figure 4G).

### 3.5 Outcome of Vegfb^KO^ on the transcriptome especially related to cardiac lipid metabolism during diabetes

To evaluate overall cardiac FA metabolism, heart ventricle transcriptome in WT and Vegfb^KO^ groups following diabetes were compared. Two cut-offs (adjusted p-value less than 0.05 and gene fold change larger than 1.2) were set to filter genes that were both statistically significant and biologically meaningful, improving the robustness and interpretability of our results. 

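Diabetic and control WT hearts were compared in the same model and with the same cut-offs as the genotypes. Of 14293 genes tested, 1876 were called in WT, which is 13.1%. Of these, 866 rose and 1010 fell with diabetes, and the median absolute log2 fold change of the called genes was 0.51. The adjusted p-value alone gave 1976 genes, and a fold change above 1.2 in place of the log2 cut-off gave 1895. Of the called genes with at least 1 CPM and no overlap between groups, ENSRNOG00000007545 rose most, from 1.18 ± 0.421 to 56.7 ± 20.8 CPM (SD, n = 5 each), a log2 fold change of 5.55 (standard error 0.49, adjusted p = 1.16e-06 from edgeR's quasi-likelihood test). ENSRNOG00000019120 had the third largest rise, from 8.18 ± 1.27 to 110 ± 38.5 CPM (SD, n = 5 each), a log2 fold change of 3.76 (standard error 0.32, adjusted p = 6.44e-07 from the same test). Of the alternatives set before the data were examined, thinning all libraries to the smallest total moved the number of called genes most, to 1551. With each library left out in turn the number ranged from 1440 to 2285, the latter without WT diabetic replicate 3.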

Interestingly, WT diabetic animals exhibited dramatic transcriptomic changes with 2271 differentially expressed genes when diabetes was induced. However, Vegfb^KO^ diabetic animals showed less severe transcriptomic changes with 1426 differentially expressed genes (Figure 5). 

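In Vegfb KO hearts, 1121 of the genes tested were called between diabetic and control rats, 519 higher and 602 lower with diabetes. ENSRNOG00000007545 rose from 1.95 ± 1.07 to 61.5 ± 32.4 CPM (SD, n = 5 each), a log2 fold change of 4.98 (standard error 0.45, adjusted p = 2.73e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The number rested in part on a single heart, since without Vegfb KO diabetic replicate 3 it was 643. Without any other 1 Vegfb KO library it ranged from 843 to 1183. The ratio of the numbers called, WT over Vegfb KO, was 1.67, and 2.97 without that heart. It ranged from 1.53 to 2.13 without any other 1 Vegfb KO library, so part of the rise may come from the smaller group alone. In both genotypes 777 genes were called, all in the same direction. A further 1099 genes were called only in WT and 344 only in Vegfb KO. Of the 1099, 94.9% moved in the same direction in Vegfb KO hearts, and 46.9% did so with an unadjusted p under 0.05. Their median absolute log2 fold change was 0.47 in WT and 0.24 in Vegfb KO, but these genes were picked by their change in WT. To compare the genotypes without such a choice, the 2317 genes called for the mean of both responses were used. In their direction of change, the median log2 fold change was 0.50 in WT and 0.42 in Vegfb KO, so that the response in Vegfb KO was 0.838 of that in WT. Taken per rat, over genes chosen without that rat, the median change was 0.473 ± 0.105 in WT and 0.397 ± 0.108 in Vegfb KO diabetic hearts (SD, n = 5 each), a difference within the spread between diabetic rats (exact permutation test, two-sided, p = 0.294). Each diabetic rat was set against the mean of the controls of its genotype, so this test leaves out the spread among control rats. A test of the interaction of genotype and diabetes called 0 genes at an adjusted p-value under 0.05. At an unadjusted p under 0.05 it gave 600 genes, where uniform p-values would give 715. When the genotype labels were shuffled among control rats and among diabetic rats, the median number over the other 99 groupings was 538, and 42 of all 100 groupings, the real one included, gave at least as many. A ratio of the numbers called as large as the real one was given by 16 of the 100. From the lower number of differentially expressed genes, the paper states that the transcriptomic changes were less severe in Vegfb KO diabetic rats.

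**Figure D3:**
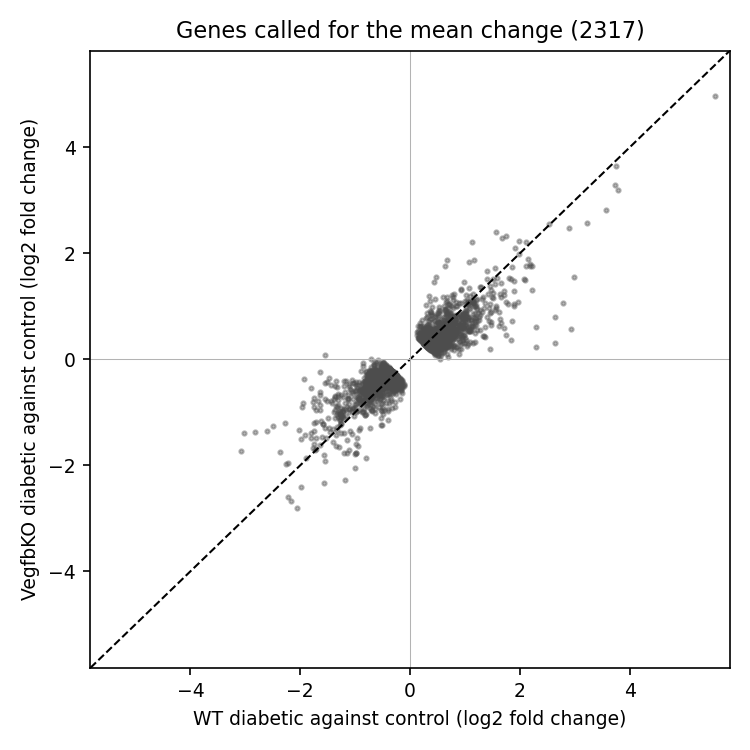
Log2 fold change with diabetes in WT (horizontal axis) and Vegfb KO hearts (vertical axis) of the 2317 genes called for the mean of both responses. Each point is a gene and the dashed line marks equal change. The medians in the direction of change are 0.50 in WT and 0.42 in Vegfb KO.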

Clustering analysis revealed that the top 20 most significantly altered biological processes in both WT and Vegfb^KO^ groups under diabetic conditions were primarily related to lipid and nucleotide metabolism. (Figure 5). When looking specifically into FA metabolism, changes in genes were more pronounced (234 genes) in the WT compared with the Vegfb^KO^ group after diabetes (172 genes) (Figure 6A), with more genes related to TG breakdown and FA oxidation being upregulated, likely a response to a greater oxidation of NEFA (Figure 6B). Furthermore, additional changes were observed in the top 20 most significantly altered biological processes associated with cardiac function and hypoxia in the WT diabetic hearts. Unlike glucose, FA oxidation requires more oxygen delivered via blood vessels (Kessler and Friedman, 1998). It has been reported that diabetes will cause microangiopathy (SAPRA et al., 2024). Although both diabetic animals showed significant changes in genes controlling angiogenesis, this was more apparent in the WT diabetic group (WT 100 genes vs. Vegfb^KO^ 52 genes) (Figure 6C). Our data suggest that with an excess of FA metabolism and inadequate oxygen supply in the WT diabetic group, there is a greater susceptibility for lipotoxicity in this group compared to Vegfb^KO^ diabetic rats.

**FIGURE 5:**
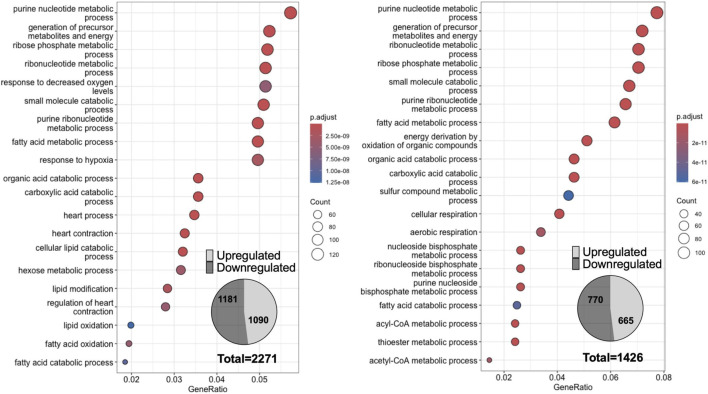
Dotplots of the ventricular transcriptome of rats with diabetes clustered based on biological process. Dot plots display the top 20 most enriched GO biological process terms by gene ratio (the number of genes related to GO term/total number of significant genes). The adjusted *p* value is represented by color, and the size of the circle represents the counts involved in each biological process. Left panel is WT control versus WT diabetic rats. Right panel is Vegfb^KO^ control versus Vegfb^KO^ diabetic rats. The insets describe the total number of genes whose expression was either up- or downregulated in each comparison (n = 5).

**FIGURE 6:**
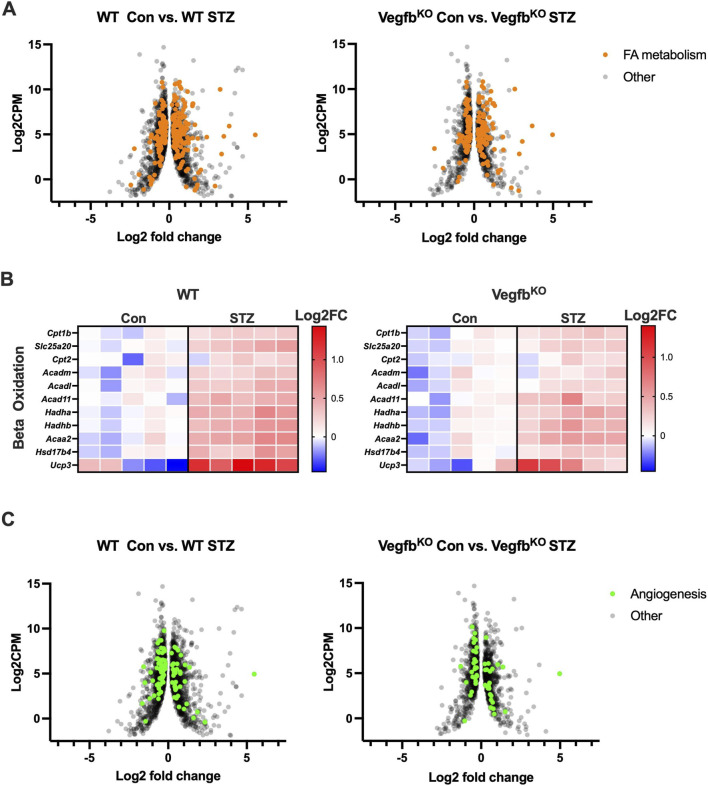
Ventricular transcriptome with emphasis on FA metabolism and angiogenesis in rats with diabetes **(A)** The volcano plots describe the profile of differentially expressed genes associated with FA metabolism in WT and Vegfb^KO^ rats following diabetes (n = 5). **(B)** The heat map was used to represent the key differentially expressed gene related to beta oxidation (n = 5). **(C)** Volcano plot expresses differentially expressed genes linked with angiogenesis in WT and Vegfb^KO^ rats following diabetes (n = 5). The x-axis represents Log2FC expression of genes versus Log2CPM on the y-axis. CPM indicates counts per million.

### 3.6 Effect of Vegfb knockout on cardiac cell death after diabetes

Increased plasma SFA, oxidative stress and lipotoxicity due to impaired angiogenesis have all been linked to ER stress, ROS generation and cell death (Laakso, 2011; Hinkel et al., 2017; Adameova and Dhalla, 2014; Palomer et al., 2018; Blanchette-Mackie et al., 1989; Shang et al., 2021; Borradaile and Schaffer, 2005; Wilson et al., 2018; Volpe et al., 2018; van de Weijer et al., 2011). Indeed, there were more genes related to apoptosis that were altered in the WT group compared to the Vegfb^KO^ group during diabetes (WT 80 genes vs. Vegfb^KO^ 36 genes) (Figure 7A). Taken together with a decrease in cardiac cleaved PARP levels in Vegfb^KO^ diabetic rats compared to WT diabetic rats (Figure 7B), our results suggest that Vegfb^KO^ may protect the heart from cell death during diabetes.

**FIGURE 7:**
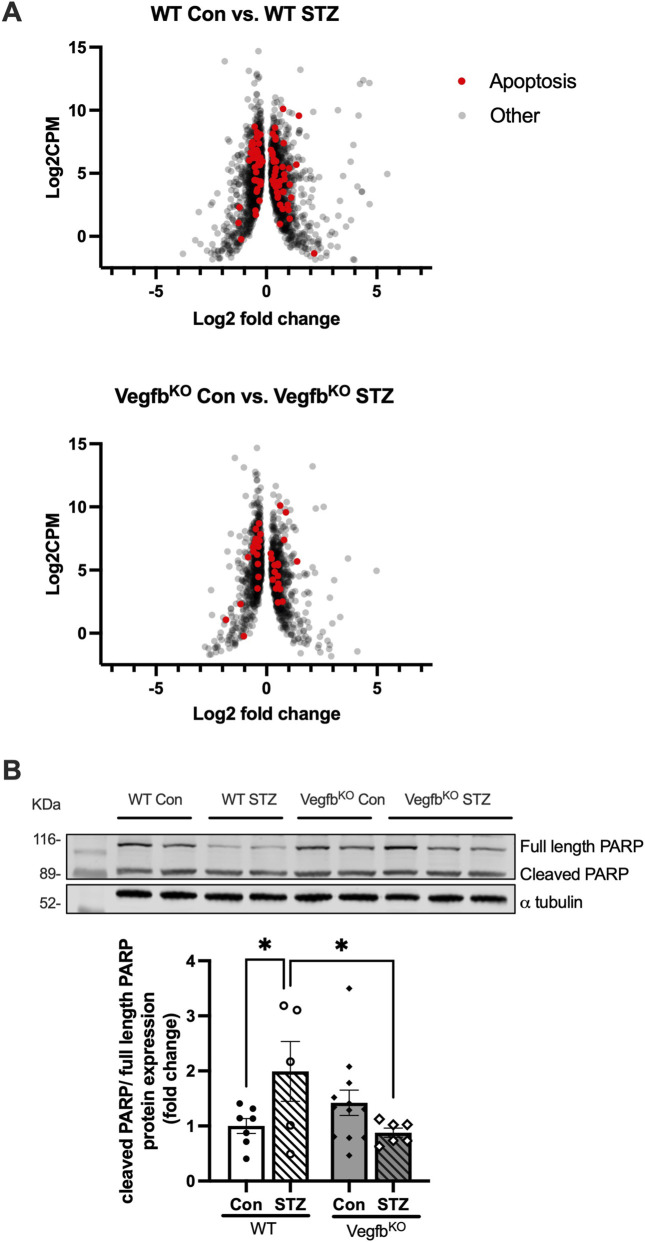
Ventricular transcriptome and protein expression related to cell death in rats with diabetes **(A)** The volcano plots describe the profile of differentially expressed genes associated with cell death in WT and Vegfb^KO^ following diabetes (n = 5). The x-axis represents Log2FC expression of genes versus Log2CPM on the y-axis. CPM indicates counts per million. **(B)** The expression of cleaved PARP/full length PARP in hearts from the different groups (n = 5–13). The inset is a Western blot representing WT and Vegfb^KO^ hearts following diabetes. Two-way ANOVA was used to analyze the data. Data are presented as mean ± SEM, *p < 0.05.

## 4 Discussion

Following diabetes, the heart has a limited capacity to utilize glucose for energy and thus relies on FA. Regrettably, LPL-derived FA, a major source, is turned off during severe diabetes (Willecke et al., 2015; Puri et al., 2019) and the heart shifts to predominantly using NEFA. This shift in cardiac metabolism contributes to the development of DbCM, one cause of death in patients with diabetes. Vegfb^KO^ in mice is known to decrease white adipose tissue (WAT) lipolysis following a high fat diet (HFD) (Falkevall et al., 2023). We tested whether Vegfb^KO^ in rats could be potentially beneficial in a T1D model of diabetes. Our data suggests that Vegfb^KO^ in STZ diabetes has a protective role in alleviating the plasma lipid profile through its action on LPL, improves metabolic flexibility by enhancing glucose utilization, and augmenting cardiac cell survival.

Rats with global depletion of *Vegfb* gene exhibit no significant transcriptomic changes in the heart, or any change in body weight, plasma lipids or insulin levels. This was similar to *Vegfb* deficiency mice (Falkevall et al., 2023; Falkevall et al., 2017; Ling et al., 2022; Dijkstra et al., 2014; Cao et al., 2023; Hagberg et al., 2012). Unlike Vegfb^KO^, cardiac-specific overexpression of *Vegfb* induces a remarkable transcriptomic change with over 2000 genes significantly differentially expressed (Shang et al., 2021). Whether these changes are due to a direct or indirect effect of *Vegfb* overexpression is currently unknown. However, it should be noted that in these *Vegfb* transgenic rats, there was a significant increase in coronary blood vessels with enhanced insulin signaling, suggesting that this later effect may have contributed towards alterations in the metabolic transcriptome (Shang et al., 2024; Robciuc et al., 2016). Although no apparent changes were observed in rats or mice following Vegfb^KO^, when Vegfb^KO^ mice were exposed to a stress like HFD or constructed onto the *db/db* model, a significant improvement was observed in plasma lipids, tissue fat accumulation, insulin sensitivity, pancreatic insulin expression, and glucose and insulin tolerance suggesting that *Vegfb* knockout does have an beneficial impact in the context of environmental stressors like T2D (Falkevall et al., 2023; Falkevall et al., 2017; Ling et al., 2022; Dijkstra et al., 2014; Cao et al., 2023; Hagberg et al., 2012; Ning et al., 2020). In our study, although there were no significant differences observed in the general characteristics between Vegfb^KO^ and WT rats in response to STZ diabetes, transcriptome analysis suggested that the Vegfb^KO^ diabetic group appeared to exhibit improved cardiac glucose metabolism compared to WT diabetes. Related to glucose uptake, Hagberg’s group has shown that Vegfb^KO^ in mice enhanced cardiac glucose uptake by regulating GLUT4 levels (Hagberg et al., 2010), and treating mice with VEGFB neutralizing antibodies improved glucose uptake to the heart with increased cardiac glycogen (Moessinger et al., 2020). Conversely, VEGFB treatment inhibited endothelial glucose transcytosis by decreasing GLUT1 levels. Overall, these results suggest that inhibition of VEGFB can improve glucose utilization in a T1D model, similar to a model of T2D.

In the heart, LPL is functional at vascular lumen where it breaks down circulating TG to FA. Under control conditions, luminal LPL activity was significantly lower without any change in the total LPL protein in Vegfb^KO^ rat hearts, suggesting that VEGFB contributes towards LPL translocation from the cardiomyocyte to the EC. In support, incubating primary isolated cardiomyocytes with recombinant VEGFB increased cardiomyocyte surface LPL activity by activating p38 mitogen-activated protein kinase (MAPK) signaling (Shang et al., 2024). It has been known that phosphorylation of p38 MAPK can initiate F-actin cytoskeleton polymerization to increase cardiomyocyte surface LPL activity (Kim et al., 2008a). Our data for the first time suggests that *Vegfb* knockout impedes LPL translocation from the cardiomyocyte to the EC likely resulting in its accumulation in the cardiomyocyte. Inexplicably, rats with cardiac specific overexpression of *Vegfb* also exhibited reduced luminal LPL activity with associated accumulation of LPL within cardiomyocytes (Shang et al., 2024). Nevertheless, we proposed that in these *Vegfb* transgenic animals, augmented angiogenesis and increased insulin delivery were responsible for these effects, with enhanced insulin action reprograming the heart to favor glucose utilization, instead of using LPL-derived FA (Shang et al., 2021; Robciuc et al., 2016). In diabetes, increasing circulating FAs has been reported to inhibit LPL activity (Yu et al., 2005; Wang et al., 2011; Kristensen et al., 2020; Wang et al., 2009; Kim et al., 2009). Consistent with previous findings, elevated plasma NEFA following STZ-diabetes induction diminished LPL activity in WT rats. Interestingly, enhanced LPL activity was observed in Vegfb^KO^ diabetic hearts, with no difference in total LPL protein among the four groups. These results suggest that the increased LPL activity in the Vegfb^KO^ diabetic group is likely a result of the accumulated LPL in cardiomyocytes being translocated to the coronary vessels following insulin reduction.

Cardiac LPL activity is important for regulating plasma TG (An and Rodrigues, 2006). With decreased LPL activity in Vegfb^KO^ rats under normal conditions, we expected lower TG clearance and higher plasma TG in these animals. However, comparable plasma TG was observed between the WT and Vegfb^KO^ groups suggesting that other factors including reduced hepatic TG secretion may have contributed to this effect (Willecke et al., 2015). In this regard, as FA derived from WAT contributes significantly to hepatic TG synthesis (Schweiger et al., 2014; Alves-Bezerra and Cohen, 2017), it is possible that a reduction in WAT lipolysis could influence hepatic FA uptake and TG synthesis. Indeed, inhibition of VEGFB promotes lipid storage in WAT under normal conditions (Hagberg et al., 2010). Given the association between cardiac LPL activity and plasma TG (Willecke et al., 2015; Levak-Frank et al., 1999), it was not surprising that the WT diabetic rats exhibited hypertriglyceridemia. Intriguingly, Vegfb^KO^ diabetic rats exhibited less severe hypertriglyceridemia, which could be explained by the increase in LPL activity. A correlation between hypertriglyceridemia and C-reactive protein levels (an inflammation marker) has been reported in humans (Kraaijenhof and Stroes, 2023). In addition to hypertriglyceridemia, diabetes is also responsible for an inflammatory response. An increase in inflammation markers, upregulation of pro-inflammatory genes, and pathological angiogenesis have been observed in adipocyte-specific *Vegfb* overexpressing mice under HFD conditions, effects that were not observed in *Vegfb* deficient mice (Falkevall et al., 2023). In parallel, administering anti-VEGFR1 antibodies was found to decrease the incidence of arthritis, synovial inflammation and atherosclerosis in mice. Notably, the suppression of VEGFR2 did not yield an anti-inflammatory effect in mice with arthritis or atherosclerosis (Luttun et al., 2002), implying that this inflammation effect is probably related to VEGFB-VEGFR1 signaling. Given that Vegfb^KO^ diabetic rats have relatively normal plasma TG together with the known anti-inflammatory effects associated with *Vegfb* knockout (Falkevall et al., 2023; Luttun et al., 2002), our data imply that suppression of VEGFB action protects against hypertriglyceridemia by augmenting cardiac LPL and this may be beneficial in reducing inflammation and its related diseases like diabetes.

Under normal conditions, total plasma FA profiles were indistinguishable between WT and Vegfb^KO^ groups. However, induction of diabetes caused a significant increase in total plasma FA in WT rats, whereas Vegfb^KO^ diabetic rats maintained normal plasma FA levels. One potential mechanism could be a decreased WAT lipolysis in Vegfb^KO^ diabetic rats. Indeed, adipocyte-specific *Vegfb*-deficient mice display reduced WAT lipolysis and relatively normal total plasma FA under HFD (Falkevall et al., 2023). During diabetes, WT rats demonstrated significantly higher palmitic acid levels and lower linoleic acid percentage compared to Vegfb^KO^ diabetic rats. Palmitate acid, a typical SFA, is known to have deleterious effects on cardiac function (Yamamoto and Sano, 2022). Palmitic acid can bind to toll-like receptor 4, triggering pro-inflammatory gene expression and contributing to insulin resistance (Wang et al., 2017). Moreover, treating cardiomyocytes with palmitate acid induces palmitoylation of CD36 (Zhang et al., 2025), which allows CD36 translocation to the cell membrane with subsequent FA uptake (Luse et al., 2025; Zhang et al., 2025). Preventing CD36 palmitoylation protects the heart from lipid overload, mitochondria dysfunction, lipotoxicity (Luse et al., 2025; Zhang et al., 2025) and enhances autophagy (Zhang et al., 2025). Additionally, mice fed a diet rich in SFA have elevated SFA composition in both plasma and ER membranes in the heart, causing membrane stiffness, ER stress and left ventricle diastolic dysfunction (Yamamoto et al., 2019). In contrast, increasing intake of linoleic acid, a polyunsaturated FA, is linked to a decreased risk of cardiovascular disease (Farvid et al., 2014). Our data imply that *Vegfb* knockout protects the heart against dysfunction during diabetes by decreasing total plasma FA, reducing toxic palmitate acid and increasing beneficial lipids like linoleic acid.

VEGFB inhibition has also been reported to decrease FA uptake and lipid accumulation in non-adipose tissues (Hagberg et al., 2010; Falkevall et al., 2023; Falkevall et al., 2017). Deletion of *Vegfb* in both rat and mice decreased the FA transporter *Fatp4* levels in the heart under control conditions (Hagberg et al., 2010; Kivela et al., 2014). However, we did not observe any change in either FA transporters (*Fatp4* and *Cd36*) or key cardiac FAs in rat ventricular muscle, implying that global *Vegfb* knockout in rats did not influence FA uptake in the heart under normal conditions. Without an effect on FA uptake, *Vegfb* knockout is unlikely to impact cardiac lipid content. Indeed, no difference in cardiac TG and FA was observed between WT and Vegfb^KO^ rats (Supplementary Figure S1 and Table 2). In accordance with our results, Alitalo’s group also found no difference in FA uptake and similar cardiac TG levels in both WT and Vegfb^KO^ rats (Kivela et al., 2014).

**TABLE 2:** Cardiac fatty acid percentages (mean ± SEM).

Key fatty acids	Wildtype		Vegfb^KO^	
	Con	STZ	Con	STZ
Palmitic acid	11.22 ± 0.23	11.1 ± 0.36	10.64 ± 0.12	10.62 ± 0.47
Stearic acid	19.38 ± 0.24	21.26 ± 0.30	19.88 ± 0.16	20.86 ± 0.47
Oleic acid	4.47 ± 0.17	6.98 ± 1.06	4.28 ± 0.24	5.96 ± 1.40
Linoleic acid	27.10 ± 0.43	23.78 ± 0.69	26.54 ± 0.49	23.66 ± 1.01
Arachidonic acid	14.53 ± 0.42	13.88 ± 0.80	14.56 ± 0.12	15.34 ± 1.11

Based on the FA sources, external FA can be classified as LPL-derived FA or NEFA. Both plasma FA and LPL-derived FA need to be taken up mainly through transporters, with CD36 being critical for NEFA uptake (Coburn et al., 2000; Hwang et al., 1998; Bharadwaj et al., 2010; He et al., 2018). Indeed, when radioactive FA was injected into both WT and CD36 null mice, *Cd36*-deficient mice had a significant decrease in FA uptake into multiple tissues including the heart (Coburn et al., 2000). Similar results were also observed in healthy and *CD36*-deficient humans (Hwang et al., 1998). However, although knockout of *Cd36* in mice decreased NEFA uptake, it did not impact the uptake rate of LPL-derived FA into cardiomyocytes following the injection of radiolabelled FA and VLDL (He et al., 2018). Also, CD36 is not necessary for the uptake of FA derived from chylomicron lipoproteins, as the high FA concentration generated from chylomicron-TG lipolysis facilitates the majority of FA uptake through passive diffusion (Bharadwaj et al., 2010). These results imply that CD36 is unlikely to be responsible for the uptake of LPL-derived FA. With relatively lower CD36 expression and elevated LPL activity in the heart compared to WT diabetic groups, Vegfb^KO^ diabetic animals may rely less on NEFA, and more on LPL-derived FA, which is considered a better FA source for the following reasons. Cardiomyocytes can regulate LPL translocation by modulating LPL-derived FA delivery through the AMPK pathway in response to energy demand (An et al., 2005; Kim et al., 2008b). Furthermore, our lab showed that the NEFA uptake rate was almost equivalent to the NEFA oxidation rate in the fasting rat hearts (Shang et al., 2024). These findings imply that NEFA is preferentially oxidized following uptake, which may contribute to oxidative stress (Shang et al., 2024). Moreover, lipoproteins contain substantial FA content, thus offering a richer FA supply than other sources for ATP generation (Chiu et al., 2016). We conclude that *Vegfb* knockout in diabetes contributes towards the use of a better FA source, LPL-derived FA, compared to NEFA.

Following uptake, NEFA are preferentially oxidized (Shang et al., 2024). Given that WT diabetic animals had excess NEFA uptake into the heart, it was not surprising that these hearts had a greater number of genes differentially expressed that were associated with FA metabolism compared to the Vegfb^KO^ groups, implying a higher oxidative stress in WT diabetes. As this WT diabetic group also had more genes related to angiogenesis and hypoxia response that were regulated, it is likely that incomplete lipid oxidation causes the accumulation of toxic lipid intermediates (Chou et al., 2002; Kessler and Friedman, 1998; Hinkel et al., 2017). Indeed, given that more genes related to cell death were differentially expressed and more protein cell death markers were detected in the WT diabetic animals than in the Vegfb^KO^ group, it suggests that inhibition of Vegfb has a protective effect against diabetes induced cell death. This finding is consistent with the pro-survival effect of *Vegfb* inhibition on pancreatic tumors (Albrecht et al., 2010).

During diabetes, increased FA utilization for energy generation due to limited capacity in glucose utilization causes oxidative stress and lipid accumulation in the heart, which contributes significantly to the development of diabetic DbCM. Vegfb^KO^ had minimal phenotype and transcriptome changes under normal conditions. However, following diabetes, Knockout of *Vegfb* in rats is beneficial to mitigate cell death through *i)* alleviation of hyperlipidemia by upregulating cardiac LPL activity and *ii)* prevention of excess FA oxidation by providing more LPL-derived FA to the heart. Inhibiting VEGFB may offer a promising therapeutic approach to protect the heart from diabetes-induced cardiomyopathy. Further investigation of the mechanism behind how VEGFB inhibition modulates LPL translocation could provide valuable insights for drug development and help fill the gap in mechanism-based treatments for DbCM.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE318258.

How the deposited data were processed for this re-analysis (not part of the article)

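Heart ventricles of 20 rats were sequenced, 5 in each of the groups WT control, WT diabetic, Vegfb KO control and Vegfb KO diabetic. Diabetic rats had received 55 mg/kg STZ and were sampled on day 4 of diabetes. Samples were assigned to groups from their labels and the paper, and the columns of the table from the library names.

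The authors sequenced paired-end directional libraries, aligned the reads to the rat reference transcriptome with more than one pipeline and counted them at the transcript level for each gene. The deposited values are estimated counts for 24059 Ensembl gene IDs, and none of the nonzero values is whole. Of the values between 0.5 and 20, 61.2% lay within 0.1 of a whole number. The paper's text names neither the aligner nor the counting program nor a filter. Such estimates can split reads between similar genes, so the values of genes with near-identical copies are uncertain. The deposited estimated counts were rounded to whole numbers, and 3978 IDs then had a count of 0 in every library. Totals ranged from 7220469 to 26664479 per library, with a median of 20.7 M. No column was left unused.

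Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr by group, which kept 14293 genes, and normalized by TMM. A quasi-likelihood model with robust estimation was fitted to all 20 libraries with a mean for each of the 4 groups. The contrasts were diabetic against control within each genotype, Vegfb KO against WT within controls and within diabetic rats, and the interaction. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 0.27. For the interaction the adjusted p-value alone was used. The response in Vegfb KO relative to WT was taken over genes called for the mean of both diabetes contrasts. The control libraries were compared by principal components, by the share of variance explained by genotype and by Spearman correlation, with exact permutations of the labels. Comparisons over groups of 5 rats give limited precision, and the shallow libraries limit it further for low counts.

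The comparisons, the alternatives and the rule for which genes are named were set before the data were examined. The rule named, for each contrast, the called genes with at least 1 CPM, no overlap between groups and the largest rise or fall, together with genes the paper names. The rule picks more genes than are given. Because the IDs carry no names, only 2 IDs that rose and 2 that fell are printed. The rises are ENSRNOG00000007545 and ENSRNOG00000019120, which were among the 3 largest rises with diabetes in both genotypes, and the falls are from the comparisons of genotypes. This choice among the genes of the rule was made after their values were seen, and no gene that fell with diabetes is given by ID. ENSRNOG00000065867 was chosen after its values were seen. The RefSeq table at hand lists 47357 genes, of which 0 carry an Ensembl ID, so 0 IDs could be matched to a symbol. The planned comparisons of 10 gene lists and 10 cell type marker lists, the heat map scores and the genes named in the paper were therefore not run, and the numbers of genes in metabolic, angiogenic and apoptotic processes were not analysed here.

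The alternatives were DESeq2 1.42.0, edgeR's likelihood ratio test, genes called by both tools, DESeq2 size factors, upper quartile normalization, other filters on low counts, other cut-offs, fits of only the 10 libraries compared, the replicate number as a block, counts thinned to the smallest total, and each library left out in turn. A further 5 were added after the data were seen, 1 of them with limma 3.58.1 and 1 with DESeq2 on only the 10 libraries compared. In every pair of libraries of a group the counts differed by more than sampling noise, with a chi-square per gene of at least 6.19, so no library was treated as a duplicate.

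The code was tested on simulated counts drawn from the means and library totals of the 14293 genes. Of 200 genes changed in both genotypes by 0.6 to 1.5 on the log2 scale, 166 were called in WT and 159 in Vegfb KO. Of 200 genes changed in WT alone, the interaction called 125. These simulated differences are larger than that between the observed median responses, 0.50 in WT and 0.42 in Vegfb KO, and genes were drawn independently of each other. The 125 calls therefore do not tell how often a difference as small as the observed would be found. Of 13893 unchanged genes, 16 were called in WT and 4 in Vegfb KO, and with no gene changed there were 0 calls in WT and 0 for the interaction. Figures were drawn with matplotlib 3.10.9.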

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

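The tests on the libraries with many counts on a few IDs were chosen after the shares had been seen, and those of numbers of genes at an unadjusted p after the numbers had been seen. In groups of 5, the gap between an extreme library and its neighbour was compared with the range of its group. Of 48 such groups of values, 11 had an extreme library, where chance gives about 2.4, but several of the values come from the same libraries and are not independent.

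ENSRNOG00000065867 held 23.3% of the count in WT diabetic replicate 2 and 25.5% in Vegfb KO diabetic replicate 1, where the next highest diabetic library of each genotype had 1.84% and 3.85%. WT diabetic replicate 2 was extreme on the first principal component of all 20 libraries, at 49.6 against at most 15.1 for the other WT diabetic hearts, and Vegfb KO diabetic replicate 1 scored 50.0. The latter was extreme in its group on the second component, at 44.7, but not on the first. Apart from the 4 IDs, the deviations of these hearts from their groups correlated across genes at 0.443, against at most 0.203 in the other 24 pairs of a WT with a Vegfb KO diabetic heart. Genes are not independent replicates. With the 4 IDs removed before normalization, the lower of the scores was still 46.8 and the next library had 22.3, which argues against the count taken by these IDs as the whole reason for the separation. At equal totals the lower score was 22.7 and the next library had 22.1, so the gap nearly closed. Thinning kept the share of the 4 IDs, so the counts outside them stayed unequal and this test cannot decide on library size. WT diabetic replicate 2 had 12831828 counts outside the 4 IDs, close to the 12861736 of WT diabetic replicate 1, which scored 15.1. A contribution of library size remains open. A larger response to diabetes in these rats was tested by correlating the deviation with the diabetes change in the other genotype. The values were 0.0955 and -0.0454, within the range from -0.193 to 0.205 of the other 8 diabetic hearts, so this cannot be told apart from the variation among rats. What the 4 IDs encode was not analysed here, and a difference in RNA or library preparation was not tested.

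WT diabetic replicate 1 had a low total, 12965611, and the fewest IDs with at least 10 counts in its group, 13265. These values go together, and no biological explanation was tested. Among the control hearts, WT control replicate 2 was extreme on the first component at 42.6 and had the lowest total of the controls, 7314287. WT control replicate 3 was extreme on the second component at 33.3, with a total of 18133390. The response of no rat was extreme in its group. The CPM of ENSRNOG00000043060 was low in Vegfb KO control replicate 1, at 6.71, and that of ENSRNOG00000019120 was low in Vegfb KO control replicate 2, at 7.28, and high in Vegfb KO diabetic replicate 3, at 207. Without Vegfb KO diabetic replicate 3 the log2 fold change of ENSRNOG00000019120 in Vegfb KO was 3.25.

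The paper's text gives no number of genes called between the genotypes from RNA sequencing. Between control hearts 4 genes were called, all lower in Vegfb KO, and 1 of 100 splits of these libraries, the real one, gave as many. DESeq2 fitted to only these 10 libraries called 18, of which 5 were higher. At an unadjusted p under 0.05 there were 527 genes, and 33 of 100 splits gave as many. Between diabetic hearts 6 genes were called, all lower in Vegfb KO, and 7 of 100 splits gave as many, so that this number is within what splits of the libraries give. The direction was not uniform under other choices. Without WT diabetic replicate 3 the number was 181, of which 76 were higher and 105 lower, and DESeq2 called 65, of which 12 were higher and 53 lower. At an unadjusted p under 0.05 there were 1285 genes, where uniform p-values would give 715. The median over the other 99 splits was 725, and 23 of 100 splits gave as many. The number of 1285 also moved with other choices. It was 854 without WT diabetic replicate 4 and 2017 without WT diabetic replicate 3. With limma voom and sample quality weights, an alternative added after the data were seen, it was 2342. ENSRNOG00000021156 and ENSRNOG00000043060 were among the genes called in both comparisons. In diabetic hearts the log2 fold change of the first was -8.45 (adjusted p = 6.82e-14 from edgeR's quasi-likelihood test). The second had 18.6 ± 1.56 CPM in WT and 9.14 ± 1.19 CPM in Vegfb KO hearts (SD, n = 5 each, adjusted p = 1.95e-06 from edgeR's quasi-likelihood test). Knockout of the targeted gene is a biological explanation the design gives, but the ID of Vegfb was not identified and this was not tested.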

How the results depend on the processing

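Choices named in the processing summary were set before the data were examined, apart from the 5 described as added. The number of genes called between WT diabetic and control hearts ranged from 1551 to 2088 over the 12 alternatives that apply to it, and the number in Vegfb KO from 914 to 1322, both lowest with thinned counts and highest with DESeq2. Across the 20 fits that each left out 1 library, the WT number ranged from 1440 to 2285 and the Vegfb KO number from 643 to 1244. The 643 was reached without Vegfb KO diabetic replicate 3. The ratio of the numbers, WT over Vegfb KO, stayed above 1 in all of these, from 1.40 with only the 10 libraries of each comparison to 1.80 without a filter on low counts, and from 1.34 to 2.97 with 1 library left out, the highest again without Vegfb KO diabetic replicate 3. The response in Vegfb KO relative to WT ranged from 0.832 to 0.842 over the alternatives set beforehand and from 0.749 to 0.913 with 1 library left out.

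The comparison of Vegfb KO diabetic with WT diabetic hearts depended most on the processing. Against 6 genes, all lower in Vegfb KO hearts, DESeq2 called 65, of which 12 were higher, edgeR's likelihood ratio test 38, of which 7 were higher, thinned counts 3 and the fit of only 10 libraries 3. With 1 library left out the number ranged from 2 to 181, and the 181, of which 76 were higher, came without WT diabetic replicate 3. The cause was not tested. The number between control hearts was between 3 and 5 under the alternatives set beforehand and with 1 library left out. The interaction called 0 genes under every alternative that applies to it and with each library left out, with between 430 and 1541 genes at an unadjusted p under 0.05. The share of variance that genotype explains in control hearts ranged from 11.3% to 12.9% over 5 alternatives and from 11.8% to 14.4% with 1 library left out, with permutation p-values from 0.143 to 0.571. The difference in Spearman's rho within and between genotypes changed sign over the 500 most variable genes, to -0.0039, and ranged from -8e-05 to 0.00088 with 1 library left out. It was -7.5e-05 without Vegfb KO control replicate 1 and -8e-05 without Vegfb KO control replicate 5.

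Among the alternatives added after the data were seen, limma voom with sample quality weights called 2819 genes in WT, 28 between the diabetic groups, of which 8 were higher in Vegfb KO, and 6 between the control groups, with a ratio of 2.12 and a response in Vegfb KO of 0.714 relative to WT. DESeq2 fitted to only the 10 libraries of each comparison called 1911 genes in WT and 1396 in Vegfb KO, a ratio of 1.37, and moved the number between control groups to 18 and that between diabetic groups to 50, of which 7 were higher in Vegfb KO. The cause was not tested. Leaving out both libraries with over 20% of their count on 1 ID gave 1816 genes in WT and 1094 in Vegfb KO, the share of that ID as a covariate 1997 and 1175 with a relative response of 0.797, and removal of the 4 IDs 1883 and 1115. The filter of at least 10 counts in every library removed ENSRNOG00000021156 and ENSRNOG00000007545, so it gives no value for them, and fold changes of single IDs were not recomputed for the other cut-offs or for genes called by both tools. Under the remaining alternatives and with each library left out, none of the 8 fold changes of the named IDs changed direction or lost significance.

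Replicate numbers are shared between groups, but neither the paper nor the labels say that they mark litters. The deviations of same-numbered libraries from their group means correlated from -0.26 to 0.067 between WT control and diabetic hearts, with 0 of 5 pairs over 0.1, from -0.031 to 0.26 between Vegfb KO control and diabetic hearts, with 3 of 5 over 0.1, from 0.032 to 0.13 between WT and Vegfb KO control hearts, with 2 of 5 over 0.1, and from -0.17 to 0.19 between WT and Vegfb KO diabetic hearts, with 2 of 5 over 0.1. In none of the 4 comparisons was every pair over 0.1, so the numbers were not taken to pair the rats. The mean of same-numbered pairs was above that of other pairs between WT and Vegfb KO controls, 0.091 against -0.022. The same held between Vegfb KO control and diabetic hearts, 0.094 against -0.023. It was below in the WT comparison, -0.045 against 0.011, and between diabetic hearts, -0.015 against 0.011. Pairing of some of the rats is therefore not excluded. With the replicate number as a block, 1785 genes were called in WT, 1048 in Vegfb KO, 3 between control groups, 4 between diabetic groups and 0 for the interaction, and the ratio was 1.70.

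The total of 7220469 counts in Vegfb KO diabetic replicate 1 limits the genes with low counts. Thinning all libraries to that total lowered the genes tested from 14293 to 12704. The gene list comparisons and the heat map scores, with their alternatives, were not run because IDs could not be matched to names.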

Differences from the paper's values

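The numbers of differentially expressed genes, 1876 in WT and 1121 in Vegfb KO, lie within 1.5 times the paper's 2271 and 1426. The WT number reached the paper's without WT diabetic replicate 3, at 2285, and with limma voom and sample quality weights, at 2819, an alternative chosen after seeing the values. For Vegfb KO no setting reached the paper's number, and the highest was 1396, with DESeq2 fitted to only the 10 libraries compared, an alternative chosen after seeing the values.

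The paper states that sample clustering found no outlier. WT diabetic replicate 2 had a score of 49.6 on the first principal component, against at most 15.1 in the other WT diabetic hearts. The lowest mark on the colour scale of the correlation heat map (Figure 1D) lies above the highest Spearman's rho between control hearts here, 0.994. The highest under any alternative was 0.995, over genes with at least 10 counts in every library. The paper's text does not say which values were correlated. In that heat map the pairs of WT control replicate 2 are not among the lowest, whereas here its pair with WT control replicate 3 was the lowest of all, at 0.982.

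The paper describes the transcriptomic change with diabetes as less severe in Vegfb KO rats. The direction of the numbers was the same here, but the interaction of genotype and diabetes called 0 genes, with 600 at an unadjusted p under 0.05, where the median over shuffled genotype labels was 538.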

Other observations

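Of the tests below, those on ID numbers and on the interaction at an unadjusted p were chosen only after the result was seen. The fits without both libraries with over 20% of their count on 1 ID, and with the 4 IDs removed, were added after the data were seen.

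The paper reasons from the number of genes called in each genotype. The number in WT was larger than in every one of the other 99 splits drawn of the WT libraries, that is 1 of 100 with the real one. The other splits had a median of 0 genes and a highest value of 1537. In Vegfb KO it was also 1 of 100, and the others had a median of 0 and a highest value of 140. Splits that exchange only 1 rat of each group keep much of the real contrast. The highest values are therefore not a level that grouping without a contrast gives. The difference between the genotypes is less certain. When genotype was shuffled among control and among diabetic rats, 16 of 100 groupings gave a ratio as large as 1.67, and 12 of 100 gave a relative response as small as 0.838. The shuffled ratios ranged from 0.319 to 2.66. The 0 genes of the interaction cannot be tested in this way, since all 100 groupings give at least 0. At an unadjusted p under 0.05, 42 of 100 groupings gave at least the 600 genes of the interaction, and the other 99 had a median of 538 and ranged from 196 to 1774. A smaller response in Vegfb KO hearts is therefore not separated from the variation among rats by these data, nor is it excluded. Counts thinned to equal totals kept the ratio at 1.70, which argues against library size as its reason. Without both libraries with over 20% of their count on 1 ID it was 1.66, and with the 4 IDs removed it was 1.69. These values argue against those libraries as the whole reason. The ratio was 1.39 without only WT diabetic replicate 2 and 2.02 without only Vegfb KO diabetic replicate 1. With any 1 WT library left out it ranged from 1.34 to 1.96, and with any 1 Vegfb KO library from 1.53 to 2.97. The shifts without these hearts are therefore within what leaving out any library of that genotype gave.

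The median response per rat ranged from 0.313 to 0.588 in WT and from 0.274 to 0.571 in Vegfb KO diabetic hearts. The highest Vegfb KO value, in replicate 3, exceeded 4 of the 5 WT values, and the lowest WT value, in replicate 3, was under 4 of the 5 Vegfb KO values. Without Vegfb KO diabetic replicate 3 the number of genes called in Vegfb KO was 643, and without WT diabetic replicate 3 the number between the diabetic groups was 181. Across all genes tested, the log2 fold changes of the genotypes, which share no libraries, correlated at Pearson's r = 0.677 and Spearman's rho = 0.622. This is across genes, which are not independent replicates.

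Several IDs with numbers near that of ENSRNOG00000021156 were also lower in Vegfb KO hearts. Of the 10 tested IDs whose number lies within 10 of it, 4 fell in control and in diabetic hearts with an unadjusted p under 0.05, and 0 of 14269 other windows of ID numbers held as many. A candidate explanation is a local effect of the targeted locus on neighbouring genes, or through DNA linked to it. ID numbers are not positions, the IDs carry no coordinates here, and the pattern was noticed before it was tested, so this remains a hypothesis and cannot be told apart from shared regulation.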
